# Chronic Epinephrine-Induced Endoplasmic Reticulum and Oxidative Stress Impairs Pancreatic β-Cells Function and Fate

**DOI:** 10.3390/ijms25137029

**Published:** 2024-06-27

**Authors:** Ran Zhang, Bingpeng Yao, Rui Li, Sean W. Limesand, Yongju Zhao, Xiaochuan Chen

**Keywords:** pancreatic β-cells, epinephrine, ER stress, oxidative stress, α2A-adrenergic receptor

## Abstract

Epinephrine influences the function of pancreatic β-cells, primarily through the α2A-adrenergic receptor (α2A-AR) on their plasma membrane. Previous studies indicate that epinephrine transiently suppresses insulin secretion, whereas prolonged exposure induces its compensatory secretion. Nonetheless, the impact of epinephrine-induced α2A-AR signaling on the survival and function of pancreatic β-cells, particularly the impact of reprogramming after their removal from sustained epinephrine stimulation, remains elusive. In the present study, we applied MIN6, a murine insulinoma cell line, with 3 days of high concentration epinephrine incubation and 2 days of standard incubation, explored cell function and activity, and analyzed relevant regulatory pathways. The results showed that chronic epinephrine incubation led to the desensitization of α2A-AR and enhanced insulin secretion. An increased number of docked insulin granules and impaired Syntaxin-2 was found after chronic epinephrine exposure. Growth curve and cell cycle analyses showed the inhibition of cell proliferation. Transcriptome analysis showed the occurrence of endoplasmic reticulum stress (ER stress) and oxidative stress, such as the presence of *BiP*, *CHOP*, *IRE1*, *ATF4*, and *XBP*, affecting cellular endoplasmic reticulum function and survival, along with *UCP2*, *OPA1*, *PINK*, and *PRKN*, associated with mitochondrial dysfunction. Consequently, we conclude that chronic exposure to epinephrine induces α2A-AR desensitization and leads to ER and oxidative stress, impairing protein processing and mitochondrial function, leading to modified pancreatic β-cell secretory function and cell fate.

## 1. Introduction

Type 2 diabetes mellitus (T2DM) is a chronic metabolic disease characterized primarily by elevated blood glucose. Insulin, as the only hormone in the body that lowers blood glucose, is essential for glucose metabolism and overall metabolic balance. T2DM occurs when pancreatic β-cells fail to release enough insulin to meet the demands of insulin-responsive tissues [1]. In addition to insulin resistance in the peripheral tissues, β-cell dysfunction is also a major characteristic in T2DM [2]. These conditions are usually caused by poor lifestyle habits, unbalanced diet, and a lack of exercise [3]. Likewise, a regular physical activity routine, coupled with a well-balanced nutritional intake, positively affects individuals suffering from diabetes [4]. Accumulating evidence suggests that pancreatic β-cells exhibit significant plasticity during the development of T2DM [5], and that under normal physiological conditions, pancreatic β-cells can cope with short-term stress through a range of adaptive responses, but when they exceed a certain threshold, β-cell properties are progressively lost [6,7].

Multiple hormonal factors influence β-cell responsiveness. Chronic stress leads to the disruption of the hypothalamic–pituitary–adrenal (HPA) axis balance, triggering an overabundance of stress hormones such as glucocorticoids and catecholamine [8,9]. This hormonal imbalance has been observed to negatively impact the functionality of β-cells across various experimental settings, including in vitro insulin-secreting cell lines, rodent and human pancreatic islets in culture, and in vivo rodent and ovine models [10,11]. The secretion of catecholamines, while influenced by both the nervous system and the adrenal glands, is predominantly driven by the adrenal glands, as confirmed by adrenalectomy studies [12]. It is significant to note that catecholamines are pivotal in the body’s immediate response to chronic stress, acting as the initial signaling molecules that regulate the stress response.

Adrenergic receptors are activated by catecholamines, such as epinephrine and norepinephrine, which are triggered during exercise or stress. Usually, catecholamines attenuate β-cell activity and inhibit insulin release by activating α2-adrenergic receptors on the plasma membrane of the β-cells, mainly by decreasing the production of cAMP and by having a desensitizing effect on intracellular Ca^2+^ concentration during the later stages of the cytotoxic process [13]. A recent study has shown that elevated fetal catecholamines are associated with neonatal β-cell physiology, suggesting a mechanistic link between prenatal or perinatal stress and subsequent neonatal hyperinsulinemic hypoglycemia [14]. This is consistent with findings that injection of norepinephrine into fetal sheep for 7 consecutive days resulted in a compensatory enhancement of insulin secretion [11]. In addition, MIN6 (mouse insulinoma 6) showed differential expression of metabolic-related proteins after acute adrenergic stimulation [15]. In previous reports, chronic adrenergic stimulation the lower *UCP2* abundance of β-cells and induced ROS accumulation, which contributed to oxidative damage and cytotoxicity [10,15]. But how adrenergic receptors impact β-cell survival is still unknown.

Survival is another important aspect of pancreatic β-cell function, as it determines the β-cell mass and the ability to compensate for insulin resistance. There are multiple transcription factors (PDX1, MafA, and NeuroD1) and growth factors, (IGF-1 and VEGF) that regulate β-cell development, function, and survival [16]. Moreover, cellular senescence is closely related to cellular stresses, including ER stress, which causes β-cell dysfunction [17]. Pancreatic β-cells experience high levels of ER stress due to their role in insulin secretion [18]. In order to relieve ER stress, the cells activate the unfolded protein response (UPR), which enhances ER function. However, prolonged or excessive ER stress can trigger apoptosis through the activation of transcription factors such as CHOP and ATF4, as well as the induction of pro-apoptotic proteins such as BIM and BAX [19]. In conclusion, although mild to moderate ER stress promotes β-cell proliferation and insulin synthesis through UPR activation, persistent insulin demand and insulin resistance may lead to excessive ER stress, triggering β-cell dysfunction and apoptosis [20]. To systematically explore the effects of chronic adrenergic signaling exposure on β-cell survival, in this study, we measured insulin secretion, cell proliferation, and apoptosis in MIN6 cells. We also evaluated cellular ultrastructure and analyzed associated regulatory mechanisms. Understanding the impact of adrenergic signaling on β-cell survival will provide important knowledge to find specific targets to resolve the issue.

## 2. Results

### 2.1. Glucose Stimulated Insulin Responsiveness

MIN6 cells were cultured in stimulatory concententrations of epinephrine for 3 days followed by 2 days of epinephrine withdrawal (Figure 1A). The expression levels of *α2A-AR* were measured on the third and fifth day of the experiment, and glucose-stimulated insulin secretion (GSIS) was assessed on the fifth day. Despite removal of epinephrine, *α2A-AR* RNA expression did not show reversible features (Figure 1B). In response to 20 mM glucose, the absolute insulin released into the media increased by 33% (Figure 1C) and insulin content increased by 43% (Figure 1D). These results indicate that MIN6 cells exhibit a persistent state of insulin hypersecretion, even when epinephrine is withdrawn.

### 2.2. Cell Proliferation and Viability

Cell numbers were measured each day, and were significantly reduced in the epinephrine-exposed group compared to the control group (Figure 2A). The cell viability assay also showed that the cell proliferation rate was low after epinephrine exposure, although there was no difference on day 5 (Figure 2B).

### 2.3. Differential Gene Expression of RNA-Seq

PCA plots showed good intra-group reproducibility and clear inter-group differences, and volcano plots illustrated that a total of 125 differentially expressed genes (DEGs) were identified, of which 86 genes were upregulated and 39 genes were downregulated, compared with the control group (Figure 3B). These changes in gene expression may involve multiple biological processes in the response of the MIN6 cells to epinephrine. 

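RNA from MIN6 cells, a mouse insulinoma line that secretes insulin, was sequenced in 3 control samples and 3 samples of chronic epinephrine exposure. In the scheme of Figure 1A, exposed cells received epinephrine for 3 days and were then kept without it for 2 days, and the methods give its concentration as 100 nM. The day on which RNA was collected for sequencing is not named in the paper's text. The methods state that the libraries were sequenced on an Illumina Novaseq instrument by Gene Denovo Biotechnology, and they name no aligner, counting tool, genome build or depth. The deposited table lists 22298 genes, each with an expected count and an FPKM value (fragments scaled to transcript length and to the total of the sample) that the authors computed for each sample. Of the expected counts, 8.34% were not whole numbers, and all were rounded to whole numbers before testing. The totals were 15017065, 17457583 and 16059175 expected counts in controls 1, 2 and 3, with a median of 16059175. In chronic epinephrine 1, 2 and 3 they were 16954483, 18127171 and 15256957, with a median of 16954483. A gene with 0 counts in a sample could have held up to 3 counts there, which is between 0.165 and 0.200 CPM (counts scaled to the total of the sample), and this limit covers counting error only. No counts were listed in any sample for 4887 genes, and 12747 genes passed the filter on low counts of edgeR (filterByExpr) and were tested. The counts were normalized by edgeR's TMM method and the groups were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested (FDR). The methods name DESeq2 and edgeR without saying which gave the calls, so DESeq2 was run as an alternative. Values of single genes are TMM-normalized CPM, as mean ± SD over 3 samples, and SE is the standard error of the log2 fold change. Gene positions are on GRCm38 in GENCODE mouse release 21, which holds 22255 of the identifiers in the table.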

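At the thresholds of the legend of Figure 3, an FDR under 0.05 and a change of at least 2-fold, 92 genes were differentially expressed, with 81 upregulated and 11 downregulated after chronic epinephrine. DESeq2 at the same thresholds called 126 genes, 88 upregulated and 38 downregulated, and 88 genes were called by both tools. At an FDR under 0.05 with any fold change, edgeR called 335 genes, 257 upregulated and 78 downregulated. The number of genes at both thresholds moved most when a sample was left out, to 211 without control 1 and to 33 without chronic epinephrine 2. With any fold change it was 2798 without control 1 and 47 without chronic epinephrine 1 or without chronic epinephrine 2. The normalized counts of the groups did not overlap for 3484 of the genes tested (27.3%), where chance gives 10% for 3 samples against 3, and they did not overlap for any of the 92 genes. Among genes that the paper does not name, Gsdma (ENSMUSG00000017204, chromosome 11 from 98664351 to 98677708) rose from 12.1 ± 1.10 to 57.4 ± 5.68 (SD, n = 3), a log2 fold change of 2.25 (SE 0.12, FDR 0.000221). Sequence windows of 50 bases from its transcripts were shared with Gsdma2 and Gsdma3 for 8.26% of windows. Aldh1l2, Dusp6, Fam129a and Sdf2l1 had log2 fold changes of 1.47, 1.98, 1.80 and 1.30, with FDR values of 0.000221, 0.000272, 0.000272 and 0.000400. These 5 upregulated genes stayed at an FDR under 0.05 in all 6 fits that each left out a sample. Pagr1a (ENSMUSG00000030680, chromosome 7 from 127015033 to 127017352) fell from 4.13 ± 0.115 to 0.533 ± 0.342 (SD, n = 3), a log2 fold change of -2.96 (SE 0.36, FDR 0.00581), and shared 90.3% of its windows with Pagr1b and Gm42742. Serpina1d, Sh2d4b, Cytip and Fmo5 had log2 fold changes of -1.45, -1.55, -1.42 and -1.24, with FDR values of 0.00969, 0.0227, 0.0230 and 0.00740, and Serpina1d shared 50.9% of its windows with other Serpina1 genes. Leaving out a sample kept Pagr1a at an FDR under 0.05 in 5 of the 6 fits, Fmo5 in 4, Serpina1d in 3, and Sh2d4b and Cytip in 1 each. In a principal component analysis of log2 CPM, the first component held 44.6% of the variance and the second 27.5%. On the first component, control 1 lay at -38.9, controls 2 and 3 at -2.37 and -0.524, and the epinephrine samples between 12.4 and 15.9. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.979 between controls 1 and 2, 0.978 between controls 1 and 3 and 0.993 between controls 2 and 3, and it was 0.992 to 0.993 among the epinephrine samples. The share on the first component moved most with unlogged FPKM values, to 91.4%, and there the first component placed control 1 at -17978, controls 2 and 3 at 5620.4 and 10910.2, and the epinephrine samples between -1769 and 2762.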

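Over-representation among the differentially expressed genes was tested for the KEGG pathways and GO biological process terms that the deposited table assigns to each gene. The test was a one-sided hypergeometric test against the tested genes that carry a pathway or a term, with terms of at least 5 tested genes. A KEGG pathway was assigned to 44 of the genes that passed both thresholds, against a background of 5356 genes, and 338 pathways were compared. An FDR under 0.05 was reached by 3 pathways. Neuroactive ligand-receptor interaction held 6 of its 99 tested genes (FDR 0.0287), biosynthesis of amino acids 5 of 65 (FDR 0.0287) and transcriptional misregulation in cancers 6 of 121 (FDR 0.0463). Protein processing in endoplasmic reticulum held 4 of its 154 tested genes (exact hypergeometric p = 0.0366, FDR 1), namely Ddit3, Derl3, Hspa1a and Hspa1b, and the last 2 shared 60.3% and 62.3% of their 50-base windows with other Hspa1 genes. Ribosome held 0 of 133 genes and protein export 0 of 27, while 37 and 15 of their genes had an unadjusted p under 0.05. The median log2 fold change was 0.33 over the ribosome genes, 127 of them higher after epinephrine, and 0.34 over the protein export genes, 26 of them higher. When genes with any fold change were used, 179 of them had a pathway, and 2 pathways passed. Protein processing in endoplasmic reticulum then held 27 of 154 genes, all upregulated (FDR 1.7e-10), and biosynthesis of amino acids held 9 of 65 (FDR 0.0457). With the same genes, protein export held 4 of 27 (FDR 0.327) and ribosome 0. The number of pathways moved most, to 40, with an alternative chosen after seeing the data, in which genes at an unadjusted DESeq2 p under 0.05 were compared with the whole table. No pathway passed without control 2, without chronic epinephrine 1 or without chronic epinephrine 2, where 15, 10 and 10 pathways had an unadjusted p under 0.05. For GO, 86 genes with a term were compared with a background of 12181 genes over 3787 terms. An FDR under 0.05 was reached by cellular amino acid biosynthetic process, with 5 of 23 genes (FDR 0.00180), and negative regulation of appetite, with 3 of 6 genes (FDR 0.0127). Response to endoplasmic reticulum stress held 5 of 68 genes (FDR 0.145), response to oxidative stress 4 of 104 (FDR 0.718) and regulation of apoptotic process 1 of 146 (FDR 1). With genes of any fold change, 20 terms passed, and response to endoplasmic reticulum stress held 18 of 68 genes (FDR 3.07e-10), response to oxidative stress 7 of 104 (FDR 0.559) and regulation of apoptotic process 3 of 146 (FDR 1). Of related terms, named after their values were seen, 3 passed with these genes, namely cellular response to oxidative stress with 9 of 66 genes (FDR 0.0217), cell redox homeostasis with 8 of 56 (FDR 0.0304) and intrinsic apoptotic signaling pathway in response to endoplasmic reticulum stress with 6 of 33 (FDR 0.0374). With DESeq2 genes of any fold change, negative regulation of apoptotic process held 42 of 368 genes (FDR 0.00387) and positive regulation of cell death 9 of 41 (FDR 0.0462). The number of GO terms moved most with the alternative chosen after seeing the data, to 162, and it was 44 without control 1. It was 0 without chronic epinephrine 1 or 2, where 169 and 170 terms had an unadjusted p under 0.05. Apart from these terms, 10 gene lists fixed in advance were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the lists. Of these, 7 passed an FDR of 0.05, 5 with limma's fry and 4 with a correlation estimated from the data. Those of the unfolded protein response (PERK-ATF4-CHOP targets, chaperone and folding targets of ATF6 and XBP1s, and secretory targets of XBP1s) and of beta-cell identity passed under all 3 tests, and that of NRF2 targets under camera and fry. The cytosolic ribosomal proteins had a median log2 fold change of 0.36 with 81 of 81 higher (camera FDR 3.46e-16, fry FDR 0.202), 0 of them at an FDR under 0.05 and 32 at an unadjusted p under 0.05. Their median in control 1 was -0.47 relative to the mean of the controls, and without control 1 their median log2 fold change was 0.18, with 80 of 81 higher and 51 at an FDR under 0.05.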

Further differential gene pathway enrichment analysis showed (Figure 4A,B) that enriched KEGG pathways were related to the insulin secretion process, such as endoplasmic reticulum protein processing (e.g., *CHOP*, *IRE1*, *ATF4*, *BiP*, and *XBP*), ribosome production, protein export, Syntaxin-2 health, etc., and GO was mainly enriched in regards to cell fate and oxidative stress-related pathways, such as the response to ER stress, the response to oxidative stress, and the regulation of the apoptotic process.

### 2.4. Impaired Mitochondria Signaling

The GO enrichment analysis identified metabolic processes, which subsequently showed that the levels of ETC and ATP synthase subunits were upregulated, indicating a disruption in mitochondria ATP synthesis (Figure 4B). 

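The GO term metabolic process held 1 of its 139 tested genes at both thresholds (FDR 1) and 8 with any fold change (FDR 0.671). Subunits of complexes I to V and cytochrome c that are encoded in the nucleus were listed as 81 genes, of which 80 were tested. Their median log2 fold change after chronic epinephrine was 0.17 (camera p = 4.7e-05 at the preset correlation), with 74 subunits higher and 6 lower. Within this list, the largest rise was 0.76 for Uqcrq and the largest fall was -0.19 for Sdha. In the list, 1 subunit had an FDR under 0.05, Atp5g1, with a log2 fold change of 0.44 (SE 0.09, FDR 0.0413), named after its value was seen. An unadjusted p under 0.05 was found for 7 of the list. The groups did not overlap for 18 of the 80 subunits (22.5%, below the 27.3% of all genes tested, where chance gives 10%). With fry the list had p = 0.303, and with a correlation estimated from the data p = 0.509. The median of the subunits relative to the mean of the controls was -0.39 in control 1, 0.14 in control 2 and 0.24 in control 3, and it was 0.21, 0.19 and 0.20 in chronic epinephrine 1, 2 and 3. Without control 1 the median log2 fold change was 0.02 (camera FDR 0.724), with 47 subunits higher and 11 at an FDR under 0.05, and without control 3 it was 0.29. The 13 mitochondrially encoded subunits had a median log2 fold change of 0.06 (camera FDR 0.652), with 10 higher, 0 at an FDR under 0.05 and 0 at an unadjusted p under 0.05. That median was -0.15 without control 1, where 1 subunit was higher, 5 passed an FDR of 0.05 and the list passed as lower (camera FDR 0.00589, over all alternatives 0.00589 to 0.929). It was -0.06 without chronic epinephrine 2, 0.14 without control 2 and 0.18 without control 3, and -0.10 with an offset for transcript length and GC content that was chosen after seeing the data. In the KEGG pathway oxidative phosphorylation, 102 of 119 genes were higher, with a median of 0.14, and 2 passed an FDR of 0.05. These were Atp5g1 and Cox6a2, which rose by 1.13 on the log2 scale (SE 0.21, FDR 0.0333) and was also named after its value was seen. Cox6a2 is not in the list of nuclear subunits, so the values of that list leave it out. The muscle transcripts in chronic epinephrine 1 and 2, described among the other observations, were not tested as a source of its rise.

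**Figure D1:**
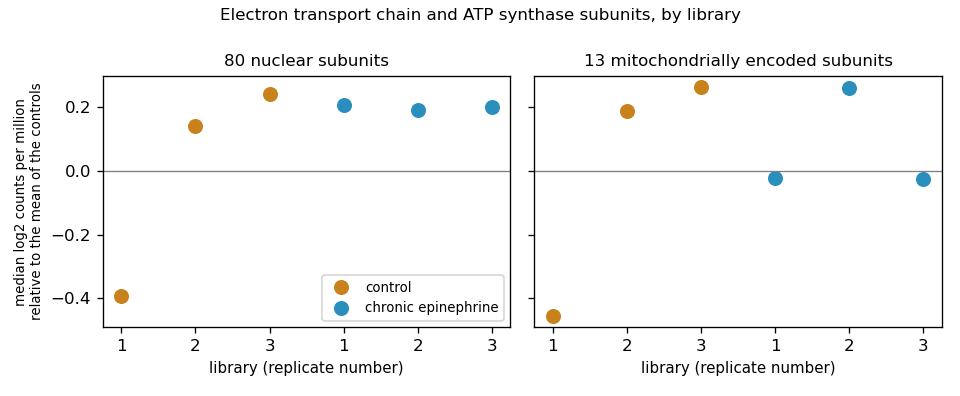
Median log2 CPM, relative to the mean of the controls, of the 80 listed nuclear (left) and 13 mitochondrially encoded (right) subunits of the electron transport chain and ATP synthase, with 1 point per sample. Control 1 lies at -0.39 and -0.45, below the other samples, and the epinephrine samples lie at 0.21, 0.19 and 0.20 on the left and at -0.02, 0.26 and -0.03 on the right.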

ATP concentrations and mitochondria-related gene expression were measured in the MIN6 cells on the fifth day. Under high-glucose stimulation, ATP concentrations doubled (Figure 5A). In addition, *OPA1*, *Pink1*, and *PRKN* gene expression levels were upregulated by 32%, 26%, and 62%, respectively, and *UCP2* expression was reduced by 42% (Figure 5B,C).

### 2.5. Ultrastructural Observation of MIN6

Transmission electron microscopy ultrastructural analysis showed that MIN6 cells exhibited hyperfunction after exposure to epinephrine, with marked dilation of the rough endoplasmic reticulum (RER), many flocculent aggregates visible in the endoplasmic reticulum (ER) pools, and insulin granules of variable size (Figure 6A), with a dense core spilling out (Figure 6A, white arrow). In contrast, the control cells were in an active state, with more insulin granules of uniform size. The counting of insulin granules revealed a significant increase in the number of docked insulin granules after exposure to epinephrine (Figure 6B).

### 2.6. Cell Fate Signaling Pathway

The expression of *BiP* was upregulated by 40% on day 3 and by 55% on day 5 compared to that of the control group (Figure 7A). Additionally, the expression of *IRE1α* and its downstream signal transducers *XBP1u* and *XBP1s* were upregulated by 39%, 31%, and 15%, respectively (Figure 7B), while the downstream signals of *PERK*, *ATF4*, *CHOP*, and *GADD34* were upregulated by 101%, 131%, and 65%, respectively (Figure 7C). Cell cycle analysis showed a 4% increase in the percentage of cells in the G0/G1 phase and a decrease in the percentage of cells in the S and G2/M phases (Figure 7D). *CTNNB1*, *CCND1*, and *PDX1* were associated with cell proliferation, which was upregulated by 36% and 44%, respectively; *BCL2* and *BAX* were associated with apoptosis, with *BCL2* downregulated by 33% and *BAX* showing no significant change.

### 2.7. Impaired ROS Regulation

Compared to that of the control cells, the total antioxidant capacity (T-AOC) was increased by about 66% (Figure 8A), glutathione peroxidase (GSH-Px) activity was decreased by about 21% (Figure 8B), and superoxide dismutase (SOD) and catalase (CAT) activities were unchanged (Figure 8C,D). The expression level of *NRF2*, a gene associated with regulating the expression of antioxidant enzymes, decreased by 38%, whereas the expression level of *PGC1α* doubled (Figure 8E).

## 3. Discussion

Previous studies have demonstrated that chronic adrenergic receptor stimulation has a significant effect on pancreatic β-cell function. In contrast to the acute epinephrine response mechanism, insulin secretion decreased rather than increased when MIN6 cells were exposed to epinephrine for 72 h [21,22], This indicates that prolonged exposure to stimulatory concentrations of epinephrine increases the total insulin content, but the desensitization of adrenergic receptors has not previously been observed [10]. This study further illustrates that prolonged exposure to epinephrine enhances the GSIS capacity of MIN6 cells. This enhancement was sufficient to counteract the inhibitory effect of adrenaline on insulin secretion. Remarkably, even after removal of epinephrine and continued incubation for two days, the MIN6 cells still showed compensatory enhancement (Figure 1C,D). This finding indicates that the effects of this compensatory mechanism may be beyond the range of conventional responses and cannot be reversed by a simple recovery process.

Adrenergic signaling is also an important factor contributing to β-cell dysfunction [23], consistent with previous findings that desensitization of its receptor, α2A-AR, occurs in the presence of prolonged stimulation [22]. At the same time, we still observed a lower *α2A-AR* expression after the withdraw of epinephrine (Figure 1B). α2A-AR, as a G-protein-coupled receptor, normally inhibits insulin release by inhibiting cAMP production [24], but desensitization of α2A-AR in response to prolonged adrenergic action may lead to a diminution of this inhibitory effect, possibly through *UCP2* altering the ATP/ADP ratio (Figure 5B), which in turn increases insulin secretion in a high-glucose environment.

Insulin hyper-secretion responsiveness as an adaptive compensatory mechanism in pancreatic β-cells leads to an increased burden of protein synthesis at the cellular interior, which causes ER stress [25]. As expected, we observed that the rough endoplasmic reticulum of the cells underwent expansion and spillover of the dense core (Figure 6A), and the occurrence of ER stress was confirmed by detecting the level of the ER stress marker *BiP* (Figure 7A) [26]. When ER stress reaches a certain level, the unfolded protein response (UPR) is activated [27,28], and if the UPR is not effective in relieving ER stress, prolonged stress may lead to pancreatic β-cell dysfunction and even cell death [27,29].

To investigate the compensatory enhanced secretion of insulin, we also observed a significant increase in the number of docked insulin granules in response to prolonged epinephrine stimulation (Figure 6B). The docking and fusion of insulin particles with the plasma membrane is an essential step in the insulin exocytosis process, in which soluble N-ethylmaleimide-sensitive factor attachment protein receptors (SNAREs) play a crucial role [30]. 

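The gene of Syntaxin-2 (Stx2, ENSMUSG00000029428) lies on chromosome 5 of GRCm38 from 128984557 to 129008574, and its transcripts shared 0 of their 50-base windows with other genes. It was covered by 263 to 306 counts per sample. Its normalized CPM were 17.1 ± 0.643 in the control group and 18.0 ± 1.93 after chronic epinephrine (SD, n = 3). The log2 fold change was 0.07 (SE 0.11, FDR 0.786), and an exact two-sided permutation test gave p = 0.7, where the smallest p for 3 samples against 3 is 0.1. The difference was within the spread between replicates. With each sample left out in turn the log2 fold change lay between -0.02, without chronic epinephrine 3, and 0.13, and over all alternatives the FDR lay between 0.568 and 0.966. Of the 15 syntaxin genes in the table, 13 were tested, with a median log2 fold change of 0.04 (camera FDR 0.652) and 8 higher. None passed an FDR of 0.05, and 1 had an unadjusted p under 0.05, Stx18, with a log2 fold change of 0.37 (SE 0.10, FDR 0.113), named after its value was seen. Without control 1, 2 of 14 tested syntaxins passed an FDR of 0.05 and 4 had an unadjusted p under 0.05. No syntaxin passed that FDR when any other sample was left out. The median over the syntaxins was -0.01 with the offset for transcript length and GC content chosen after seeing the data, and it was between -0.02, without chronic epinephrine 3, and 0.09 with a sample left out. In the annotation of the deposited table Stx2 belongs to 2 KEGG pathways, SNARE interactions in vesicular transport and synaptic vesicle cycle. None of the 353 KEGG pathway names in that annotation contains the word syntaxin.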

Our transcriptomic data also revealed that Syntaxin-2 (Stx2), a SNARE protein, was impaired following prolonged epinephrine exposure (Figure 4A). The flipping of Stx2 can modulate its inhibitory effect on insulin granule exocytosis, thereby affecting insulin secretion [31]. Thus, the impairment of Stx2 induced by epinephrine potentially disrupted insulin granule exocytosis.

Through the cell growth curves and cell cycle (Figure 2 and Figure 7D), we found that cell number and viability was consistently inhibited throughout the study period, even with the removal of epinephrine. This result supports previous findings that adrenergic signaling inhibits MIN6 cell proliferation [21]. However, how epinephrine affects β-cell survival through its specific receptors has not been thoroughly investigated. 

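The genes of CHOP (Ddit3, ENSMUSG00000025408), IRE1 (Ern1, ENSMUSG00000020715), ATF4 (Atf4, ENSMUSG00000042406), BiP (Hspa5, ENSMUSG00000026864) and XBP (Xbp1, ENSMUSG00000020484) were each compared between the groups. Ddit3, on chromosome 10 of GRCm38 from 127290774 to 127296288, rose from 23.2 ± 5.49 to 52.8 ± 1.93 CPM after chronic epinephrine (SD, n = 3), a log2 fold change of 1.19 (SE 0.16, FDR 0.00853). Its exons overlap a further Ddit3 annotation and, on the other strand, Mars and Gm4189, and 3.27% of its 50-base windows were shared. Atf4, on chromosome 15 from 80255184 to 80257541, rose from 189 ± 23.6 to 346 ± 5.51, a log2 fold change of 0.87 (SE 0.10, FDR 0.00581). Hspa5, on chromosome 2 from 34771970 to 34777547, rose from 1312 ± 48.0 to 2022 ± 68.1, a log2 fold change of 0.62 (SE 0.08, FDR 0.00740). Ern1, on chromosome 11 from 106394650 to 106487852, rose from 177 ± 41.1 to 255 ± 6.82, a log2 fold change of 0.53 (SE 0.15, FDR 0.113). Xbp1, on chromosome 11 from 5520659 to 5525893, rose from 232 ± 20.0 to 274 ± 4.98, a log2 fold change of 0.24 (SE 0.09, FDR 0.216), over all its splice forms together. For each of these 5 genes every epinephrine sample lay above every control sample, and the exact two-sided permutation test gave p = 0.1, the smallest it allows here. Leaving out a sample kept Atf4 at an FDR under 0.05 in 4 of the 6 fits, and Ddit3 and Hspa5 in 3 each, with a largest FDR of 0.0778 among these genes. Without control 1, Ern1 had a log2 fold change of 0.74 (FDR 2.04e-11, over all alternatives 2.04e-11 to 0.375) and Xbp1 one of 0.17 (FDR 0.0122, over all alternatives 0.0122 to 0.543). GADD34 (Ppp1r15a) had a log2 fold change of 0.74 (SE 0.09, FDR 0.00600), and PERK (Eif2ak3) and ATF6 (Atf6) had log2 fold changes of 0.22 and 0.10 (FDR 0.303 and 0.670). Of 23 genes listed in advance, which are genes that the paper names in its results or discussion together with Ins1 and Ins2, 6 had an FDR under 0.05 over all genes tested and 9 when adjusted over the list alone. That number moved most with a sample left out, to 15 without control 1, 2 without chronic epinephrine 3, and 0 without chronic epinephrine 1 or 2, where 9 genes had an unadjusted p under 0.05 in either case. Within the pathway, 122 of 154 tested genes were higher, with a median log2 fold change of 0.13, and the 27 genes at an FDR under 0.05 had log2 fold changes of 0.37 to 1.34. The groups did not overlap for 71 of the 154 genes (46.1%, against 27.3% of all genes tested, where chance gives 10%). The PERK-ATF4-CHOP targets had a median log2 fold change of 0.77 with 22 of 22 tested genes higher and 16 at an FDR under 0.05 (camera FDR 1.0e-57, fry FDR 0.000206). The chaperone and folding targets of ATF6 and XBP1s had a median of 0.56 with 17 of 17 higher and 12 at an FDR under 0.05 (camera FDR 1.06e-26, fry FDR 0.000206). The secretory and degradation targets of XBP1s had a median of 0.36 with 22 of 23 higher and 5 at an FDR under 0.05 (camera FDR 1.72e-12, fry FDR 0.000628). The numbers at an FDR under 0.05 fell in each fit that left out a sample other than control 1. Without chronic epinephrine 1 they were 5, 1 and 0 for these lists in turn, with 19, 14 and 11 at an unadjusted p under 0.05. They were 8, 2 and 1 without chronic epinephrine 2, and 9, 2 and 1 without chronic epinephrine 3. Without control 1 they were 21, 17 and 20. The median log2 fold changes lay between 0.71 and 0.80, between 0.50 and 0.61, and between 0.34 and 0.37 over the 6 fits, for the lists in turn.

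**Figure D2:**
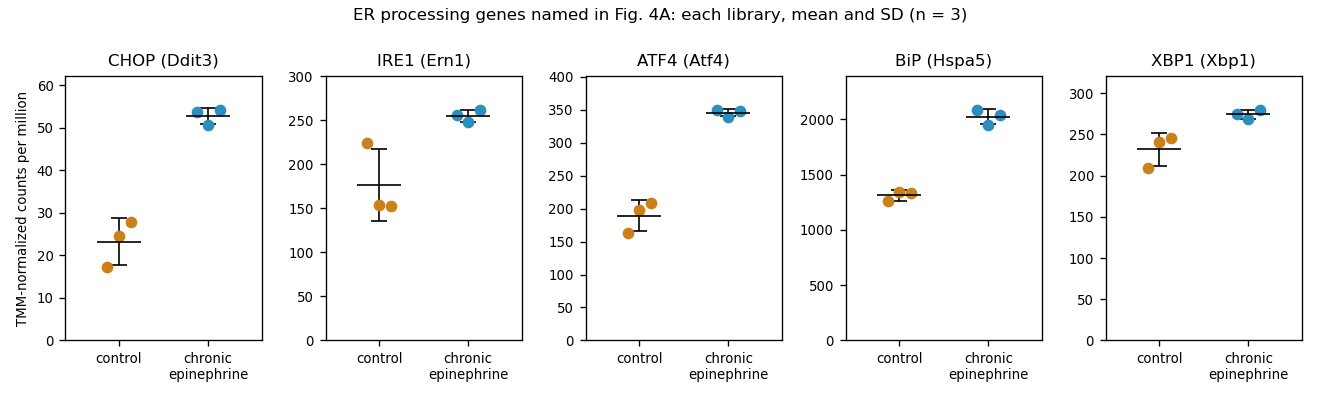
TMM-normalized CPM of the genes of CHOP, IRE1, ATF4, BiP and XBP in the 3 control samples and the 3 samples of chronic epinephrine exposure, each panel on its own axis from 0. Points are samples, and the bars give the mean and SD, such as 189 ± 23.6 and 346 ± 5.51 for Atf4.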

In this study, we found that under chronic epinephrine condition, MIN6 cells induced the expression of many genes known to be involved in endoplasmic reticulum processing, including key differential genes such as *CHOP*, *IRE1*, *ATF4*, *BiP*, and *XBP* (Figure 4A). The activation of *CHOP*, a classical proapoptotic protein in ER stress, is an important response to the *PERK*, *ATF6*, and *IRE1* activation of important proapoptotic signals [32,33,34]. Under ER stress, the activation of these three sensor proteins can lead to the initiation of UPR, in which the upregulation of *CHOP* is a vital step in the promotion of apoptosis, which promotes cells towards apoptosis by affecting the expression of several apoptosis-related genes, especially when ER stress remains unalleviated [29,35]. Therefore, we examined the gene expression levels of the PERK-ATF4-CHOP and IRE1α-XBP1s pathways, the activation of which reflects the cellular response to chronic epinephrine, leading to cellular dysfunction and apoptosis.

Reactive oxygen species (ROS) are highly reactive molecules that can impair β-cell function by decreasing insulin secretion, increasing insulin resistance, and altering gene expression. Oxidative stress and ER stress are highly interrelated biological processes that coexist and induce each other [36]; during ER stress, oxidative protein folding load and capacity are enhanced, leading to increased ROS production [37,38,39]. However, the endoplasmic reticulum antioxidant enzyme system has limited protective effects, which predisposes the intracellular oxidative and antioxidant systems to become imbalanced under ER stress in favor of an oxidized state, which in turn induces oxidative stress [38,40,41]. In the oxidative stress state, the levels of intracellular antioxidant enzymes are increased to adapt to the oxidative stress (Figure 8A–D). Consistent with previous studies, decreased expression of antioxidant genes due to *NRF2* downregulation (Figure 8E), as well as decreased *UCP2*, induces ROS accumulation (Figure 5B), which in turn leads to oxidative damage and cytotoxicity in β-cells. In addition, elevated expression levels of *OPA1*, *Pink1*, and *PRKN* were also detected, which may imply mitochondrial damage (Figure 5C). Thus, ROS production is associated with UPR under ER stress and induces the mitochondria to produce ROS as well, leading to oxidative stress, and oxidative stress predominantly arises from an imbalance between the generation of ROS and the protective mechanisms afforded by the corresponding antioxidants. In conclusion, prolonged exposure to epinephrine leads to increased ROS production. Despite the upregulation of antioxidant enzyme activities, the persistence of oxidative stress impairs the function and viability of pancreatic β-cells.

## 4. Materials and Methods

### 4.1. Cell Culture

MIN6 cells were originated from Prof. Jun-ichi Miyazaki (Osaka University, Japan) and were transferred from the West China Medical College of Sichuan University. Epinephrine for cell culture was obtained from the Animal Hospital of Southwest University, and the concentration used in this study was 100 nM. The experiments were conducted on MIN6 cells, with between 32 and 40 passages. The cells were grown in RPMI 1640 medium (Solarbio, Beijing, China), supplemented with 10% FBS (Gibco) and 50 µM β-mercaptoethanol (Gibco) in a humidified atmosphere of 5% CO_2_ at 37 °C.

### 4.2. Cell Number, Cell Viability, and Cycle Assays

Cell count: The procedure commenced with the detachment of cells utilizing Trypsin-EDTA, followed by their resuspension in a medium integrated with 0.4% Trypan Blue at a concentration of 10%. Subsequently, the cell suspension was transferred to a conventional hemocytometer for microscopic analysis at 10-fold magnification. To ensure accuracy, the enumeration process involved triplicate assessments of cell counts within a delineated grid. The arithmetic mean of these counts was then computed to ascertain the viable cell concentration per milliliter.

Cell viability assay: Cells (1 × 10^4^ cells/well) were inoculated in 96-well plates, and 100 μL of the compounds were added to fresh medium and incubated for 24 h. The cell culture medium was removed, 10% CCK8 (Beyotime, Shanghai, China) solution was applied to the medium, and it was reincubated for 2 h. The absorbance at 450 nm was measured using a microplate reader (Bio-Rad, Hercules, CA, USA).

Cell cycle assay: The cells were fixed using pre-cooled 70% ethanol at 4 °C for 24 h, followed by the addition of 0.5 mL of propidium iodide staining solution (Beyotime) in a warm bath at 37 °C, away from light, for 30 min. Red fluorescence was detected using a flow cytometer (ACEC) at an excitation wavelength of 488 nm, and data were processed using FlowJo software v10.

### 4.3. Insulin Secretion Assay

Glucose-stimulated insulin secretion was achieved in MIN6 cells, as described previously [5]. Briefly, MIN6 cells were incubated in Kreb’s buffer (118 mM NaCl, 4.8 mM KCl, 1.2 mM MgSO_4_, 1.2 mM KH_2_PO_4_, 2.5 mM NaHCO_3_, 2.5 mM CaCl_2_·2H_2_O (pH 7.4)) for half an hour, and then in Kreb’s buffer containing 0, 2.8, 10, and 20 mM glucose for 1 h, and the supernatant was removed for insulin assay. The cells were lysed with cold lysis buffer, and the total protein content was determined by BCA protein assay (Beyotime). The insulin content was measured using an insulin radioimmunoassay kit (BNIBT, F01TB) and normalized to the total protein content.

### 4.4. RNA Sequencing and Analysis

After different treatments, MIN6 cells (control, n = 3; chronic epinephrine exposure, n = 3) were collected and submitted to Gene Denovo Biotechnology (Guangzhou, China) for high-throughput RNA sequencing (RNA-seq). Briefly, total RNA was extracted using a Trizol kit (Invitrogen, Carlsbad, CA, USA), according to the manufacturer’s experimental protocols, and RNA integrity was assessed on a NanoPhotometer spectrophotometer and an Agilent 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA, USA) to assess RNA integrity, and the resulting cDNA libraries were sequenced using an Illumina Novaseq6000. Statistical analysis was performed using DESeq2 and edgeR [42,43]. The GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms, with corrected *p* < 0.05, were defined as significantly enriched by the commonly expressed genes (CEGs) and differently expressed genes (DEGs) [44].

### 4.5. Biochemical Parameters Assays

The samples were collected and centrifuged briefly to obtain a clear supernatant for analysis. Total antioxidant capacity (T-AOC assay kit, A015-3), superoxide dismutase box (SOD assay kit, A001-3-2), catalase (CAT assay kit, A007-1), glutathione peroxidase (GSH-Px assay kit, A005-1-2), and ATP content (ATP assay kit, A095-1-1) were assayed, in accordance with the production instructions of Nanjing Jiancheng Bioengineering Institute (Nanjing, China).

### 4.6. Transmission Electron Microscopy (TEM)

Well-treated cells were fixed using 2.5% glutaraldehyde at 4 °C for 4 h (Servicebio) and submitted to Servicebio Biotechnology (Wuhan, China) for ultrathin sectioning (70 nm) and transmission electron microscopy imaging (HITACHI HT7700). For quantification of the docked insulin granules, at least six random sections were used per group, and vesicles with dense bodies within 0.2 μm of the plasma membrane were considered to be docked insulin granules.

### 4.7. Quantitative Real Time PCR

Total RNA was extracted from MIN6 cells using Trizol reagent (Thermo Fisher Scientific, Waltham, MA, USA), and mRNA was reverse transcribed into cDNA using PrimeScript^TM^ RT reagent and gDNA Eraser (RR047A, Takara, Beijing, China). For each sample, TB Green Premix Ex Taq^TM^ II (RR820A, Takara, Beijing, China), combined with CFX96 Touch^TM^ Real-time qPCR Detection system (Bio-Rad, Hercules, CA, USA), was used to quantify the relative expression of mRNA. The primer sequences are shown in Table S1.

### 4.8. Statistical Analysis

Quantitative data were expressed as mean ± standard error of the mean (SEM). Statistical analysis was performed using GraphPad Prism 8.0.2 software. The statistical significance of the difference between the groups was determined by *t*-test, and the difference was statistically significant at *p* < 0.05. The data were from at least three biological replicates, and “n” represents the number of independent samples in each group. * *p* < 0.05; ** *p* < 0.01.

## 5. Conclusions

Our research reveals profound effects of chronic epinephrine exposure on MIN6 cell function. Through high-throughput RNA sequencing, we identified multiple differentially expressed genes whose changes point to the regulation of key biological processes, including insulin secretion, cell fate, and oxidative stress. In particular, the inability of pancreatic β-cells to recover from prolonged adrenergic stimulation leads to the development of ER and oxidative stress, which impair islet β-cell function and survival (Figure 9). Furthermore, our data suggest a complex interaction between α2A-AR desensitization and the regulation of insulin secretion.

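For insulin secretion, 23 genes of beta-cell identity were tested as a list, and their median log2 fold change after chronic epinephrine was -0.15 with 4 genes higher (camera FDR 7.73e-06, fry FDR 0.00657). An FDR under 0.05 was reached by 5 of them, and 11 had an unadjusted p under 0.05. With chronic epinephrine 1, 2 or 3 left out 0 did (with 8, 9 and 8 at an unadjusted p under 0.05), and 15 did without control 1. Ins1, on chromosome 19 of GRCm38 from 52264297 to 52265476, went from 2878 ± 59.0 to 2039.9 ± 54.2 CPM (SD, n = 3), a log2 fold change of -0.50 (SE 0.08, FDR 0.0152), and 0.691% of its 50-base windows were shared with Ins2. It stayed at an FDR under 0.05 in 1 of the 6 fits with a sample left out, the one without control 1, and its largest FDR among them was 0.154. Ins2 had a log2 fold change of 0.01 (SE 0.15, FDR 0.974), which lay between -0.15, without control 1 (FDR 0.0205, over all alternatives 0.0205 to 0.996), and 0.13 with a sample left out, and was -0.01 when scaled to library size only. Pdx1 had a log2 fold change of -0.37 (SE 0.10, FDR 0.104), and its FDR lay between 0.000140 and 0.409 over all alternatives. For cell fate, 29 genes of the S and G2/M phases had a median log2 fold change of 0.03 with 16 higher (camera FDR 0.926), 0 of them at an FDR under 0.05 and 0 at an unadjusted p under 0.05. Bcl2 and Bax had log2 fold changes of 0.05 and 0.18 (FDR 0.925 and 0.569), from 97 to 145 counts per sample for Bcl2, and Bax overlaps Gm45808, with which it shared 8.51% of its windows. The log2 fold change of Bcl2 lay between -0.07, without control 3, and 0.25 with a sample left out. For oxidative stress, 18 NRF2 targets had a median of 0.03 with 12 higher and 2 at an FDR under 0.05 (camera FDR 0.00718, and 0.193 with a correlation estimated from the data). Without control 1 their camera FDR was 0.0664, and it lay between 0.00296 and 0.193 over all alternatives. The number of NRF2 targets at an FDR under 0.05 was 7 without control 1 and 1 without any of the epinephrine samples in turn. It was 5 with the offset for transcript length and GC content chosen after seeing the data. The NRF2 gene itself (Nfe2l2) had a log2 fold change of -0.19 (SE 0.10, FDR 0.389), and the gene of PGC1α (Ppargc1a) one of 0.99 (SE 0.14, FDR 0.00906), with an FDR under 0.05 in 3 of the 6 fits with a sample left out. The paper states that the changes of its differentially expressed genes point to the regulation of these processes. It also assayed insulin release and content, the cell cycle and antioxidant enzyme activities directly. The transcript values here do not measure these.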

## Figures and Tables

**Figure 1:**
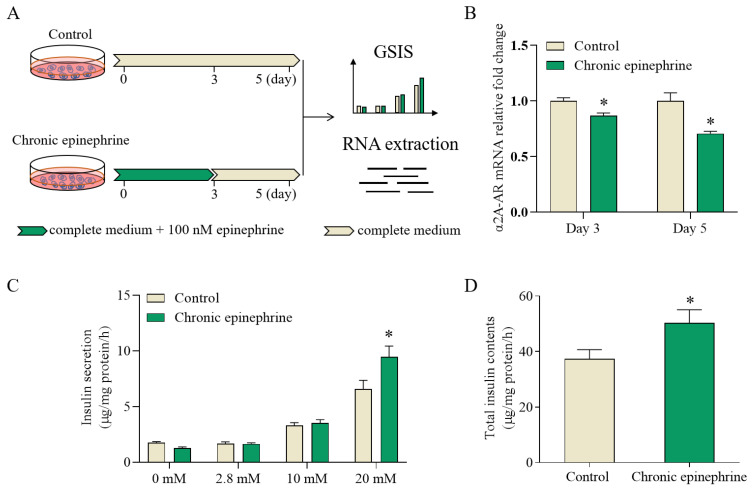
Chronic epinephrine exposure increases insulin secretion responsiveness in MIN6 cells. (**A**) Schematic illustration of the experimental design (n = 4). (**B**) Detection of *α2A-AR* in MIN6 cells on days 3 and 5 by RT-qPCR (n = 4). (**C**) Glucose-induced insulin secretion from MIN6 cells incubated at 0, 2.8, 10, and 20 mM of glucose for 1 h (n = 4). (**D**) Total insulin content of MIN6 secreted after chronic epinephrine incubation (n = 4). * *p* < 0.05.

**Figure 2:**
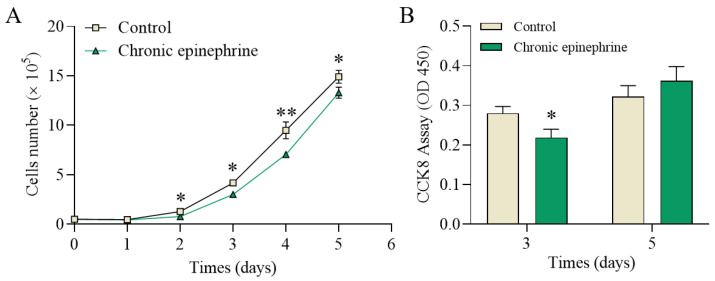
Chronic epinephrine stimulation slowed MIN6 cell proliferation. (**A**) Cell counts for days 1–5 (n > 4). (**B**) Cell Counting Kit 8 (CCK8) assay showing cell viability (n = 4). * *p* < 0.05; ** *p* < 0.01.

**Figure 3:**
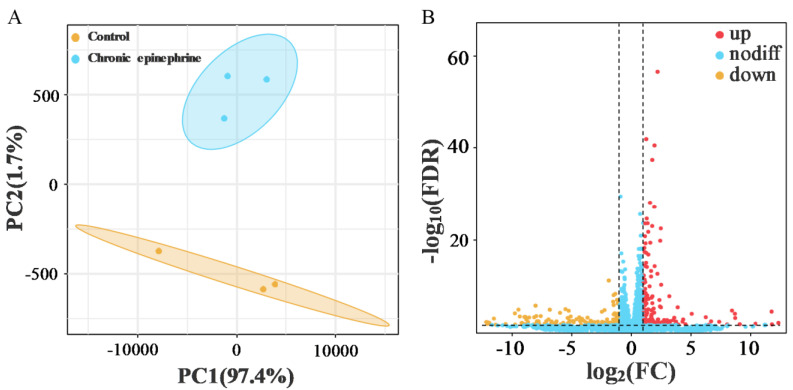
(**A**) PCA score plot representing the difference between the control and chronic epinephrine exposure. (**B**) Volcano plot of global gene expression. The statistically significant genes with a ≥2.0-fold change and a false discovery rate of less than 0.05 are plotted in red (upregulated genes) and yellow (downregulated genes). FDR, false discovery rate; FC, fold change.

**Figure 4:**
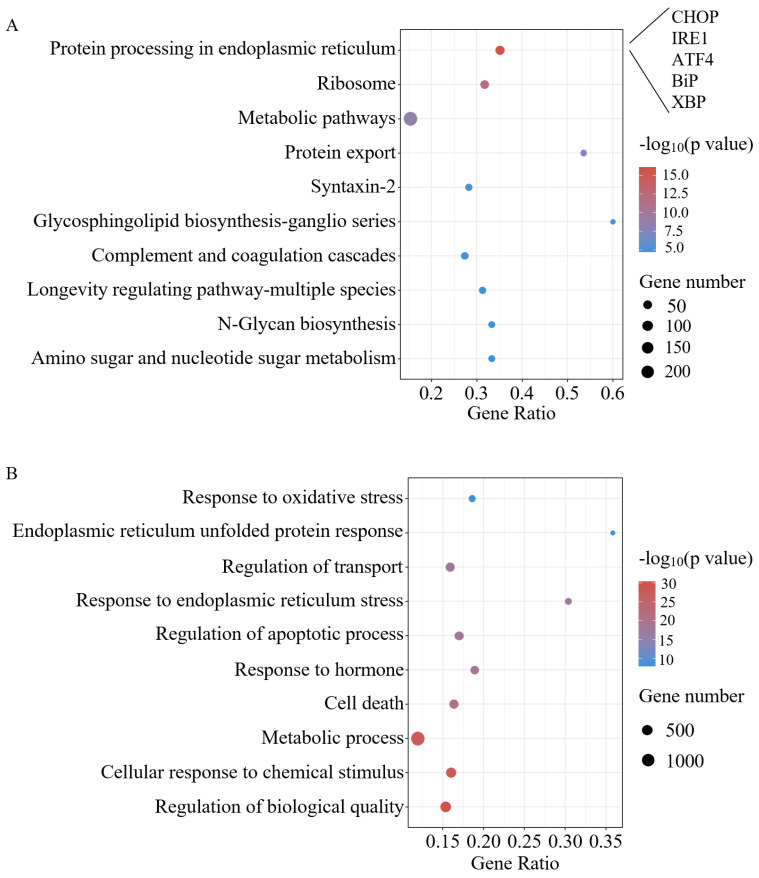
KEGG and GO enrichment analysis. (**A**) Top 10 KEGG enrichment pathway annotation classification results (*p* value < 0.05). (**B**) GO enrichment analysis of biological processes. KEGG, Kyoto Encyclopedia of Genes and Genomes; GO, Gene Ontology.

**Figure 5:**
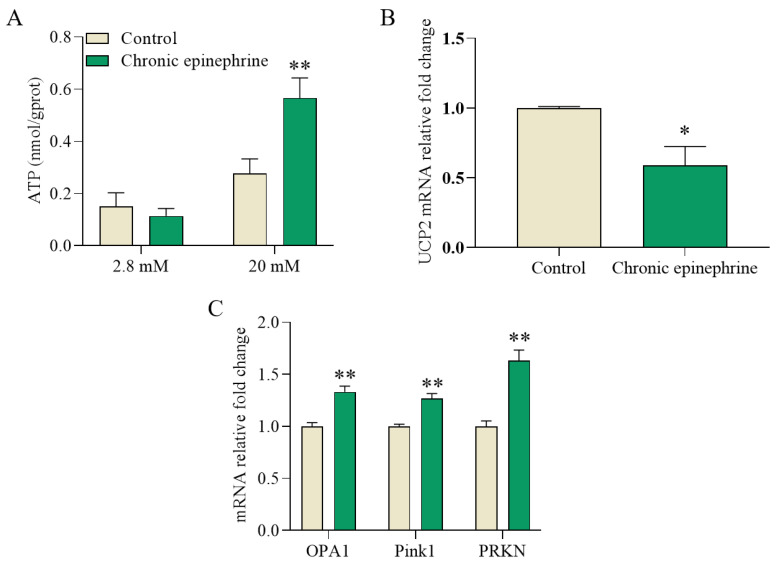
Glucose stimulated increased ATP synthesis and the expression of mitochondria-related genes after chronic epinephrine exposure. (**A**) Cellular ATP concentrations in response to 20 mM glucose (n = 9). (**B**) The gene expression level of *UCP2* in MIN6 cells (n = 4). (**C**) Expression of genes related to mitochondrial dynamics (n = 4). * *p* < 0.05; ** *p* < 0.01.

**Figure 6:**
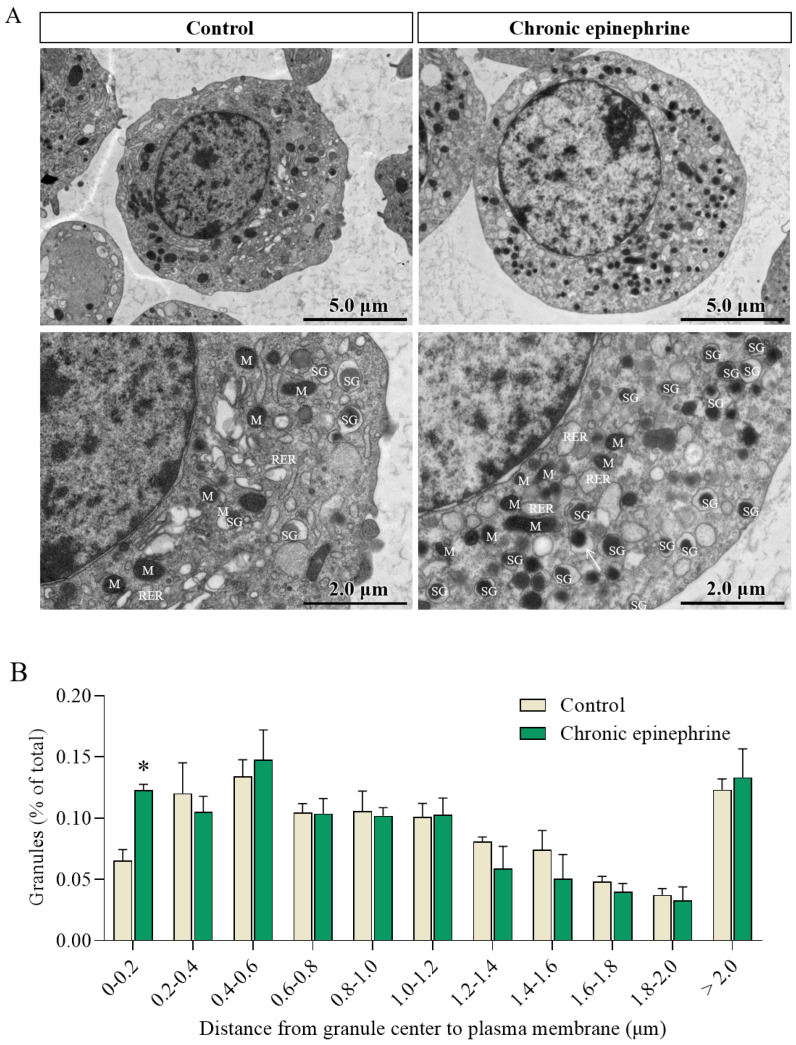
Transmission electron microscopy (TEM) images of MIN6 cells. (**A**) Ultrastructure of insulin granules (SG), mitochondria (M), and rough endoplasmic reticulum (RER). Scale bar = 2 μm. (**B**) The histograms delineate the distribution of insulin granules, derived from an analysis of their relative positioning in the vicinity of the cell membrane using TEM images (n = 3). * *p* < 0.05.

**Figure 7:**
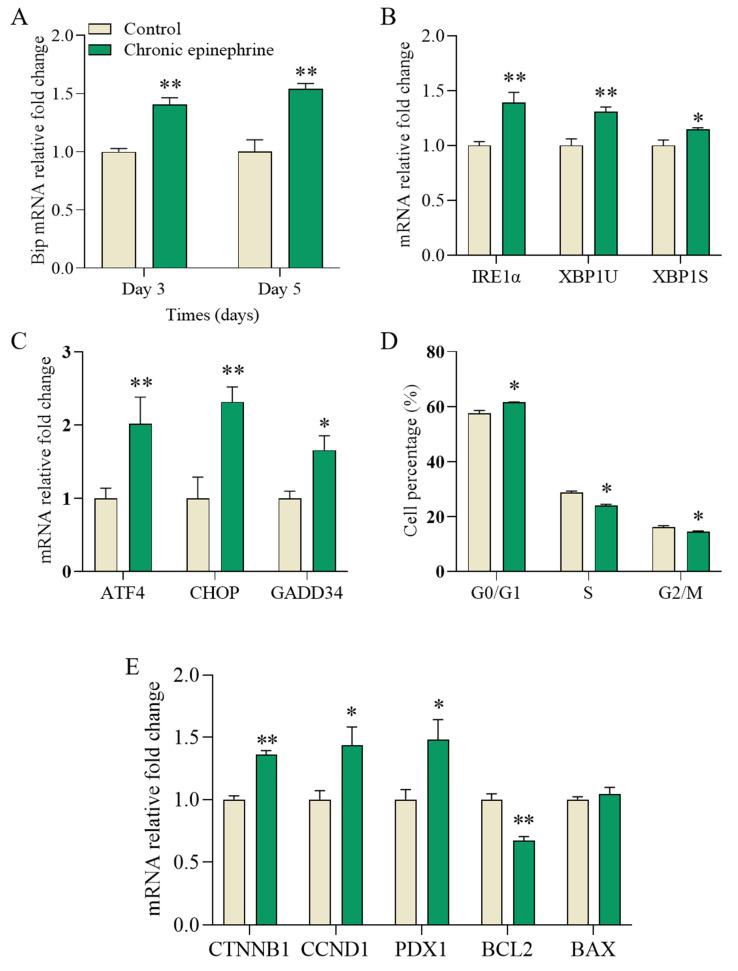
mRNA expression levels and the cell cycle in MIN6 cells. (**A**) Heavy-chain binding protein (*BiP*). (**B**) Inositol-requiring enzyme 1α (*IRE1α*) and X-box binding protein 1 (*XBP1u*, *XBP1s*). (**C**) Activating transcription factor 4 (*ATF4*), C/EBP homologous protein (*CHOP*), and growth arrest and DNA damage-inducible protein (*GADD34*). (**D**) Cell cycle detection by flow cytometry. (**E**) Expression levels of genes associated with proliferation in MIN6 cells (*CTNNB1*, *CCND1*, and *PDX1*); apoptosis in MIN6 cells (*BCL2*, *BAX*). These data were obtained from four biological replicates (n = 4). * *p* < 0.05; ** *p* < 0.01.

**Figure 8:**
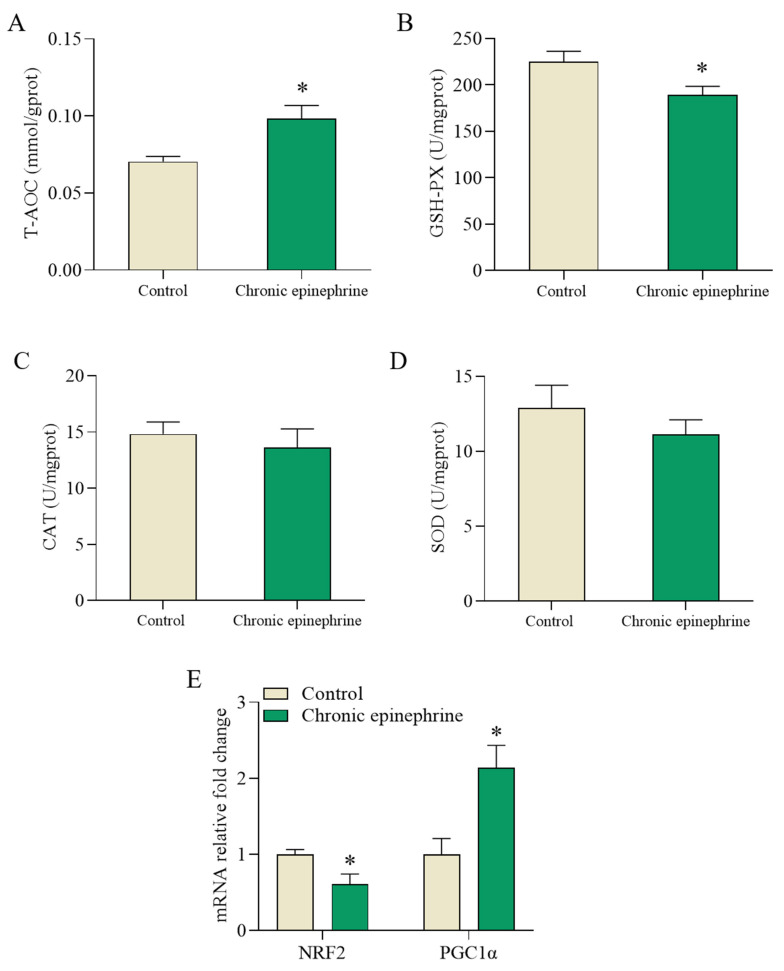
Adaptive response of MIN6 cells to oxidative stress. (**A**) Superoxide dismutase (SOD) activity. (**B**) Glutathione peroxidase (GSH-Px) activity. (**C**) Catalase (CAT) activity. (**D**) Total antioxidant capacity (T-AOC). (**E**) Changes in *NRF2* and *PGC1α* gene expression after chronic epinephrine exposure in MIN6 cells. These data were obtained from at least four biological replicates. * *p* < 0.05.

**Figure 9:**
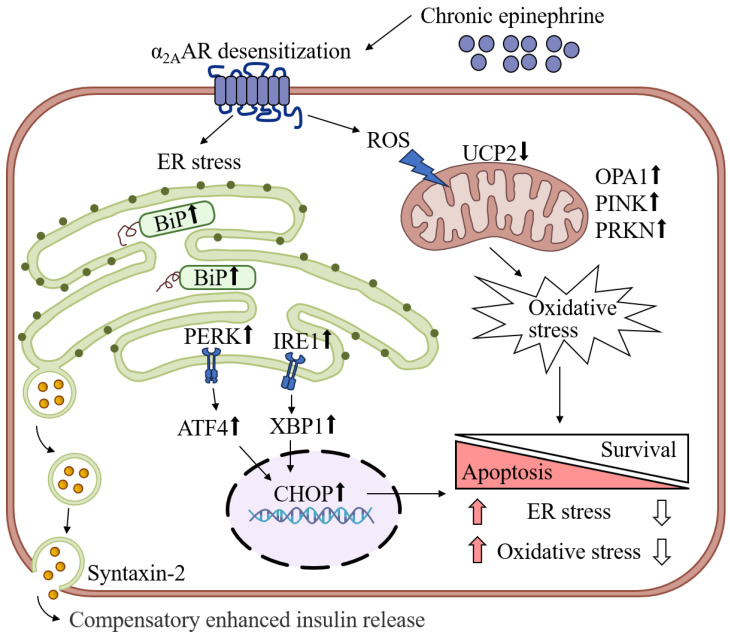
Summary of the effects of chronic epinephrine exposure on MIN6 cell function and fate.

## Data Availability

The RNA-seq data is accessible at Gene Expression Omnibus (accession number: GSE269666). All remaining data are included in the article and Supplementary Materials files or are available from the authors upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25137029/s1.

# Supplementary material for: Chronic Epinephrine-Induced Endoplasmic Reticulum and Oxidative Stress Impairs Pancreatic β-Cells Function and Fate
**Source:** Int J Mol Sci. 2024 Jun 27;25(13):7029. doi: 10.3390/ijms25137029
**Supplement:** Supplementary file 1

Table S1. Primers for RT-qPCR

| Gene           | Forward                  | Reverse                  |
|----------------|--------------------------|--------------------------|
| $\alpha$ 2A-AR | GGTGTGTTGGTTCCCGTTCT     | CGGAAGTCGTGGTTGAAAATG    |
| $\beta$ -actin | GTGGGTATGGGTCAGAAGGAC    | TGTGGTGCCAAATCTTCTCCA    |
| ATF4           | GTGGCCAAGCACTTGAAACCTCAT | TCCAACGTGGTCAAGAGCTCATCT |
| BiP            | ACCAGGATGCGGACATTGAAGACT | AAAGCAGTAAACAGCCACTTGGGC |
| CCND1          | GAACTACCTGGACCGCTTCC     | CTCCTTCATCTTAGAGGCCACG   |
| CTNNB1         | ACTTGCCACACGTGCAATTC     | CATGGTGCGTACAATGGCAGA    |
| CHOP           | GCGACAGAGCCAGAATAACA     | GATGCACTTCCTTCTGGAACA    |
| GADD34         | TACCCGGAGAGAAGCCAGAA     | GGCTTCGATCTCGTGCAAAC     |
| IRE1 $\alpha$  | CCTACAAGAGTATGTGGAGC     | GGTCTCTGTGAACAATGTTGAGAG |
| NRF2           | AGTCCCAGCAGGACATGGATTTGA | CTTGTTTGGAATGTGGGCAACCT  |
| OPA1           | TCTTCACTGCAGGTCCCAAAT    | TCTGACACCTTCCTGTAATGCTTG |
| PGC1 $\alpha$  | CAACAATGAGCCTGCGAACA     | GCATCAAATGAGGGCAATCC     |
| PINK1          | GTGGGACTCAGATGGCTGTC     | CAGCCCAGGTATCGGCTTTG     |
| PDX1           | GAACGCTGGAACAGGGAAGT     | CCAGTCTCGGTTCCATTCTG     |
| UCP2           | CTGGGCACCATCCTAACC       | GGAAGCGGACCTTTACCA       |
| XBP1s          | GAGTCCGCAGCAGGTG         | GTGTCAGAGTCCATGGGA       |
| XBP1u          | AACACGCTTGGAATGGACA      | ACATAGTCTGAGTGCTGCGG     |

How the deposited data were processed for this re-analysis (not part of the article)

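The RNA-seq experiment covers 6 samples of MIN6 cells, 3 controls and 3 of chronic epinephrine exposure. The paper describes chronic exposure as 100 nM for 3 days, then 2 days of withdrawal, and does not name the day on which RNA was collected for sequencing, so whether these samples had gone through withdrawal is not known here. The condition of each sample was taken from its label, and dose and days from the paper. The paper's other assays (RT-qPCR, insulin secretion, cell counts, flow cytometry, microscopy and enzyme activities) have no sequencing samples and were not analysed here, apart from a search of the primers of Table S1 in the annotation. The authors' deposited table gives for each gene and sample an expected count, without normalization between samples, and an FPKM value, which is scaled to transcript length and to the total of the sample. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. Of the 22298 gene identifiers, 22255 were found in GENCODE mouse release 21 on GRCm38, which was used for positions, transcript length, GC content and shared sequence, and 43 were not.

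Total expected counts were 15017065 to 17457583 in the control group and 15256957 to 18127171 after epinephrine. The limit that a count of 0 allows was set at 3 counts. Counts were rounded to whole numbers, and 12747 genes kept by filterByExpr at its defaults were normalized by TMM and tested by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, control against chronic epinephrine, with no other term in the model. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. FDR is the Benjamini-Hochberg adjusted p-value over the genes tested, and the thresholds were an FDR under 0.05 and at least 2-fold, as in the legend of Figure 3, or any fold change. Comparisons of a single gene also used an exact two-sided permutation test, for which 3 samples against 3 allow no p under 0.1. Principal components were computed from log2 CPM (prior count 2), centred and not scaled. KEGG pathways and GO biological process terms were those of the deposited table, with at least 5 tested genes each, and were tested by a one-sided hypergeometric test adjusted over the terms.

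Lists of genes were written from general knowledge before the data were examined. They hold the nuclear and the mitochondrially encoded subunits of the electron transport chain and ATP synthase, PERK-ATF4-CHOP targets, chaperone and folding targets of ATF6 and XBP1s, secretory and degradation targets of XBP1s, NRF2 targets, genes of the S and G2/M phases, beta-cell identity genes, cytosolic ribosomal proteins and syntaxins. The list of nuclear subunits does not hold Cox6a2. Each list was tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, and with fry and an estimated correlation as alternatives. The genes named in the text were fixed by a rule, namely 23 listed genes and, among genes past both thresholds whose groups do not overlap, the 5 upregulated and the 5 downregulated with the smallest p-value. The listed genes are those that the paper names in its results or discussion, and Ins1 and Ins2, which it does not name and which stand for insulin. Genes that it names only in its introduction (MafA, NeuroD1, IGF-1, VEGF and BIM) were not listed. Single values of some listed genes are not reported here. Genes named outside that rule are marked as named after their values were seen.

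The alternatives were the size factors of DESeq2 within edgeR, upper quartile scaling, library size only, the Wald test of DESeq2 1.42.0 with its own filtering, the exact test of edgeR, limma with a trend on log2 FPKM with 1 or 0.1 added, no filter, a filter of at least 10 counts in every sample, replicate number as a block, a test against a fold change of 1.2 in place of the 2-fold threshold (glmTreat), and each sample left out in turn. For principal components they were unlogged FPKM with and without the 5 genes of highest mean, log2 FPKM with 1 added, the 500 genes of largest variance and scaling per gene. For pathways and terms they were genes of any fold change, calls of DESeq2, the whole table as background, and camera. Replicate numbers were not treated as pairs in the reported values, since nothing in the paper or the labels says that they mark a shared batch and the deviations of samples with the same number from their group means correlated at 0.0502, 0.0677 and -0.0488 across genes. Further alternatives were chosen after seeing the data. They were an offset for transcript length and GC content (a natural spline with 4 degrees of freedom for each, fitted per sample), a test without the genes of a hepatocyte list, and pathways and terms from genes at an unadjusted DESeq2 p under 0.05 against the whole table.

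Lists of marker genes for hepatocytes (70 genes), kidney tubule, skeletal muscle, fibroblasts, leukocytes (20 genes each) and exocrine pancreas (19 genes found in the table) were written from general knowledge after 11 hepatocyte genes had been noticed in the controls, and before any gene of the other lists had been looked at. A marker gene counted as of low baseline when its median over the 6 samples was under 1 CPM and it had more than 3 counts in at least 1 sample. Shared sequence was measured as the share of a gene's 50-base transcript windows that also occur in transcripts of other genes. Primers were searched in transcripts with Python 3.11.15 and edlib 1.3.9.post1, and figures were drawn with matplotlib 3.10.9.

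The steps were tested on simulated data in which 200 genes were changed by 3-fold in samples of the same size. The quasi-likelihood test recovered 199 of them at both thresholds among 12687 genes with 0 false calls at these thresholds (8 with any fold change), DESeq2 198, the exact test 200, glmTreat 199 and limma on FPKM 168. With a planted trend on transcript length, 194 were recovered without the offset and 199 with it. Among 21 gene sets, hypergeometric, camera and fry tests each recovered the planted set and called 0 of the other sets. Genes were simulated independently of each other and the other sets were drawn at random. The simulation therefore does not show how these tests act on lists whose genes vary together between samples.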

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

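In this part the test of the beta-cell list over the splits with the offset was chosen only after the result was seen, and the tests of single genes were set before, while the offset for transcript length and GC content that they use was added after control 1 had been seen to lie apart.

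Genes that the paper does not name changed after chronic epinephrine beyond the level of the control samples. The upregulated genes with the smallest p-values were Gsdma, Aldh1l2, Dusp6, Fam129a and Sdf2l1, with log2 fold changes of 2.25, 1.47, 1.98, 1.80 and 1.30, each higher in 3 of 3 epinephrine samples than in every control. They were picked from 92 genes by a rule that selects small p-values, so their size is not an independent estimate. With the offset for transcript length and GC content, 5 of 5 stayed at an FDR under 0.05, which argues against these trends as their whole source. They also stayed there with each sample left out in turn, with scaling to library size only (largest FDR 0.000446) and with DESeq2. Only Gsdma shares more than 1% of its 50-base windows with other genes (8.26%, with Gsdma2 and Gsdma3). Reads of these paralogs were not separated. A response to epinephrine may underlie the rise, as a hypothesis found and tested on the same 6 samples, and a difference in handling between the groups was not tested.

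The downregulated genes with the smallest p-values were Pagr1a, Fmo5, Serpina1d, Sh2d4b and Cytip, with log2 fold changes of -2.96, -1.24, -1.45, -1.55 and -1.42, each lower in 3 of 3 epinephrine samples than in every control. With the offset, 5 of 5 stayed at an FDR under 0.05. None of them (0 of 5) was over 2 times as high in controls 2 and 3 as in every other sample. The liver transcripts found in these controls, described among the other observations, are therefore not their whole source. The genes were picked as higher in every control, control 1 included, which selects against that pattern. Serpina1d belongs to the hepatocyte list, and a smaller share of liver transcripts in its counts was not tested. For Pagr1a 90.3% of the windows occur also in Pagr1b or Gm42742, and 50.9% of those of Serpina1d in other Serpina1 genes, and how the authors' counting divided such reads was not tested. Pagr1a had 3 to 13 counts per epinephrine sample and 65 to 70 per control, and its largest log2 fold change over all alternatives was -1.28, its smallest -3.44. Sh2d4b and Cytip rest on 9 to 18 counts per epinephrine sample, and lost the FDR threshold in 5 of the 6 fits that left out a sample. With replicate number as a block their FDR was 0.0670 and 0.0640.

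The list of beta-cell identity genes, which the paper does not report as a group, had a median log2 fold change of -0.15, with 4 of 23 genes higher. It was below the level of the controls in all 3 epinephrine samples (medians of -0.25, -0.15 and -0.16 relative to the mean of the controls, against 0.12, -0.06 and -0.06 in the controls). With the offset the median was -0.20, against at most 0.13 in size in the other splits of the samples, and the real split alone passed with fry (FDR 0.00632), so transcript length and GC content do not explain it as a whole. Over all alternatives the median lay between -0.21 and -0.15 and the camera FDR reached at most 0.0431. Without control 1 the median was -0.15 with 8 genes higher and 15 genes at an FDR under 0.05. Of the 10 splits of the 6 samples, 1 gave a median as far from 0, the real one, and the largest of the others was 0.14. Camera passed in 6 of the 10 splits. The other splits mix the groups unevenly and keep a part of any difference between them, so that count does not decide whether its p-value holds. The camera p-value is not taken as evidence here. A lower expression of beta-cell genes after epinephrine may be the reason, as a hypothesis, and a change in the mix of cells in the cultures was not tested.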

How the results depend on the processing

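No test in this part was chosen after its result was seen, but the offset for transcript length and GC content, the test without the hepatocyte list and the pathways from unadjusted p-values are alternatives chosen after seeing the data.

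The number of genes at both thresholds was 92 and lay within 1.5 times of that, from 75 to 137, with every alternative apart from limma on log2 FPKM with 1 added, which gave 43 (37 higher and 6 lower), and some fits without a sample. With glmTreat, whose test against a fold change of 1.2 takes the place of the 2-fold threshold, it was 130, of which 71 are among the 92. It was 109 with the offset and 90 without the hepatocyte list. It ranged from 33 to 211 genes across the 6 fits that each left out a sample, with 33 higher and 0 lower without chronic epinephrine 2 (89 genes at least 2-fold lower at an unadjusted p under 0.05) and 140 higher and 71 lower without control 1. With any fold change the number was 335, and 734 with DESeq2 (447 higher and 287 lower), 834 with the exact test (530 and 304), 178 with replicate number as a block (150 and 28) and 1036 with the offset (581 and 455). It ranged from 47 to 2798 genes across the fits that left out a sample. The share of upregulated genes among those called, 88.0% at both thresholds and 76.7% with any fold change, was 69.8% and 60.9% with DESeq2, 66.4% and 56.2% without control 1, and 63.5% and 56.1% at any fold change with the exact test and with the offset. Of the genes at both thresholds, 88 were also called by DESeq2, 42 by limma on log2 FPKM with 1 added, 80 without control 1 and 33 without chronic epinephrine 2. Every fit without a sample has 2 samples in 1 of the groups. The median log2 fold change of all genes was -0.03 with library size only, the lowest of the scalings.

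The share on the first principal component was 44.6%, and 91.4% with unlogged FPKM, 64.6% when the 5 genes of highest mean were left out of these, and 42.4% to 59.5% with a sample left out. Log2 FPKM with 1 added, the 500 genes of largest variance and scaling per gene gave 43.4% to 47.7%.

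The number of KEGG pathways was 3, and 1 with the whole table as background, 17 with camera (10 higher and 7 lower), 1 with replicate number as a block and 40 from unadjusted p-values. It ranged from 0 to 3 pathways across the fits that left out a sample. The number of GO terms was 2, and 20 with genes of any fold change, 35 with DESeq2 genes of any fold change, 53 with camera (48 higher and 5 lower) and 162 from unadjusted p-values. It ranged from 0 to 44 terms with a sample left out. Pathways were not tested with fry.

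The median log2 fold change of the nuclear subunits of the electron transport chain and ATP synthase was 0.17 and kept its sign in every alternative, at 0.10 with the offset and from 0.018 to 0.29 with a sample left out. Its p-value was 0.303 with fry and 0.509 with an estimated correlation for the unchanged median of 0.17, and 0.579 without control 1 at a median of 0.018. The number of lists past their threshold was 7, and 4 with an estimated correlation, where NRF2 targets, ribosomal proteins and the nuclear subunits did not pass. It was 5 with fry and 6 to 7 with a sample left out. Of the 23 listed genes, 6 passed an FDR of 0.05, and 10 with the offset, 5 with replicate number as a block and 0 to 15 with a sample left out.

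The direction reversed for some values. With the offset the median of the mitochondrially encoded subunits was -0.10, that of the syntaxins -0.011 and the log2 fold change of Ins2 -0.057. With library size only, Opa1 had -0.0045 and Ins2 -0.010, and with limma on log2 FPKM with 1 added Ccnd1 had -0.0084. With a sample left out, the ranges that include both signs were -0.15 to 0.18 for the mitochondrially encoded subunits (which passed as lower without control 1, camera FDR 0.00589), -0.018 to 0.086 for the syntaxins, -0.15 to 0.13 for Ins2, -0.13 to 0.30 for Ccnd1, -0.069 to 0.25 for Bcl2, -0.037 to 0.069 for Opa1 and -0.018 to 0.127 for Stx2. Ccnd1 had 10 to 17 counts per sample. Over all values of single genes and lists reported here under the alternatives, those above included and the nuclear subunits left out, 542 kept their direction and side of the threshold, 44 no longer passed it, 14 came to pass it and 20 reversed. Leaving out a sample accounts for 35 of those that no longer passed and 7 of those that came to pass. The cause was not tested for any of the changes in this part.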

Differences from the paper's values

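No test in this part was chosen after its result was seen, apart from the comparison with genes at an unadjusted p-value.

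Counts, shares of variance and shares of pathways count as differing here where one value is over 1.5 times the other, and a gap as closed where it is not. At both thresholds 11 genes were downregulated, against the paper's 39. DESeq2 gave 38 and the exact test of edgeR 29, and no other of the alternatives set before the data were examined closed the gap. The paper's total of 125 and its 86 upregulated genes stand beside 92 and 81. The first principal component held 44.6% of the variance, against the paper's about 97% in Fig. 3A, read by eye. Unlogged FPKM gave 91.4%, which closed the gap by that measure, and none of the other alternatives did. Of the variance on that component 0.288% lay between the groups, so it is not a component that separates them. The second component held 27.5%, against the paper's about 1.7% in Fig. 3A, read by eye. It was 6.86% with unlogged FPKM, and none of the alternatives set before the data were examined closed the gap. With unlogged FPKM, 98.4% of the variance on the second component lay between the groups, so that component does separate them.

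The paper's RT-qPCR values are set beside the RNA-seq values of the same genes, which come from another assay. A gap counts as closed here where the values differ by no more than the larger replicate SD of the RNA-seq, taken relative to the control mean. Atf4 rose by 82.5%, against the paper's 101%, and without control 3 the rise was 91.8%, which closed the gap, while no other alternative did. Opa1 rose by 1.65%, against the paper's 32%. Pink1 changed by -20.0%, against the paper's rise of 26%, and Ctnnb1 by -12.1%, against the paper's rise of 36%. For CTNNB1, CCND1 and PDX1 the paper's sentence gives 36% and 44%, and these are taken here in order as those of CTNNB1 and CCND1, which the sentence leaves open. Ucp2 was reduced by 12.5%, against the paper's reduction of 42%, and Nfe2l2 by 12.3%, against the paper's reduction of 38%. Bcl2 had a reduction of -3.19%, which is a rise, against the paper's reduction of 33%. None of the alternatives set before the data were examined closed the gap for these 6 genes. Ccnd1 rose by 3.20%, against the paper's 44%, and the rise was 22.9% without control 1 and 21.8% without chronic epinephrine 2, within that SD of the paper's value, while no other alternative was. Ccnd1 rests on 10 to 17 counts per sample, with an FDR of at least 0.716 over all alternatives, so that closeness says little.

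The share of a pathway's tested genes among the genes at both thresholds was below the paper's ratio for each pathway of Fig. 4A. Protein processing in endoplasmic reticulum had 0.0260, against the paper's about 0.35 in Fig. 4A, read by eye. Ribosome had 0, against the paper's about 0.32 in Fig. 4A, read by eye, and metabolic pathways 0.00958, against the paper's about 0.15 in Fig. 4A, read by eye. Protein export had 0, against the paper's about 0.54 in Fig. 4A, read by eye, and glycosphingolipid biosynthesis of the ganglio series 0, against the paper's about 0.6 in Fig. 4A, read by eye. Complement and coagulation cascades had 0.0714, against the paper's about 0.27 in Fig. 4A, read by eye, and longevity regulating pathway of multiple species 0.0370, against the paper's about 0.31 in Fig. 4A, read by eye. N-glycan biosynthesis had 0, against the paper's about 0.33 in Fig. 4A, read by eye, and amino sugar and nucleotide sugar metabolism 0, against the paper's about 0.33 in Fig. 4A, read by eye. Some alternatives set before the data were examined closed the gap. DESeq2 genes of any fold change did so for protein processing in endoplasmic reticulum (0.260) and for complement and coagulation cascades (0.250). The fit without control 1 also did so for complement and coagulation cascades (0.364, 12 of 33 genes). None of these alternatives closed the gap for the other pathways. An alternative chosen after seeing the values, genes at an unadjusted DESeq2 p under 0.05 among all genes of the table, gave 0.351, 0.318, 0.154, 0.536, 0.6, 0.274, 0.313, 0.333 and 0.333 in the order above and closed the gap for all of these pathways. It is not the method that the paper states. With it the pathway at rank 5, where Fig. 4A prints Syntaxin-2, was longevity regulating pathway of mammals, with 26 of 92 genes.

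The paper states that Syntaxin-2 was impaired. Stx2 had a log2 fold change of 0.07 (FDR 0.786), and no setting called it. The paper lists IRE1 and XBP among key differential genes. Ern1 had a log2 fold change of 0.53 (FDR 0.113) and passed with DESeq2 (FDR 0.0358), the exact test (FDR 0.0261) and without control 1 (FDR 2.04e-11), and over all alternatives its FDR lay between 2.04e-11 and 0.375. Xbp1 had 0.24 (FDR 0.216) and passed without control 1 (FDR 0.0122, over all alternatives 0.0122 to 0.543). ATF4 and BiP are listed by the paper with them and had log2 fold changes of 0.87 and 0.62, under 2-fold. The paper states that ribosome and protein export are enriched. Both passed with camera (FDR 2.2e-11 and 6.45e-07) and, chosen after seeing the values, with genes at an unadjusted DESeq2 p under 0.05, and neither passed in the other settings. Endoplasmic reticulum protein processing passed with genes of any fold change in edgeR and DESeq2, with camera and, chosen after seeing the values, with the unadjusted p-values. The paper names the response to ER stress as an enriched GO term. Its FDR was 0.145, and it passed with genes of any fold change in edgeR and DESeq2, with the whole table as background (FDR 0.0275), without control 2 (FDR 0.0129), with camera and, chosen after seeing the values, with the unadjusted p-values. The paper also names the response to oxidative stress, the regulation of the apoptotic process and metabolic processes. Their FDR values were 0.718, 1 and 1, and they passed only with the alternative chosen after seeing the values, with unadjusted p-values (FDR 0.0144, 0.0133 and 0.0219). Related terms passed with genes of any fold change, among them cellular response to oxidative stress in edgeR (FDR 0.0217) and negative regulation of apoptotic process in DESeq2 (FDR 0.00387). Complement and coagulation cascades, which Fig. 4A shows, passed with DESeq2 (FDR 0.0321), without control 1, with camera and, chosen after seeing the values, with the unadjusted p-values. N-glycan biosynthesis and amino sugar and nucleotide sugar metabolism passed with camera (FDR 0.0408 and 0.000532) and with that same later alternative. The paper states that ETC and ATP synthase subunits were upregulated. Their median log2 fold change was 0.17, and 0.02 without control 1. The paper describes good reproducibility within groups. Pearson's r of control 1 with the other controls was 0.979 and 0.978, against 0.993 between those, and without control 1 the number of genes at both thresholds was 211.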

Other observations

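The pairwise test of transcript length, the tests of lists over the splits with the offset, the test of a mislabelled sample and the tests of liver and muscle cells, of a lowering of liver transcripts and of an induction of muscle transcripts by epinephrine were chosen only after the results they explain had been seen, and first versions of the length and liver tests were run and changed.

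Other splits of the samples were compared with the real one. For the 92 genes at both thresholds, 1 of the 10 splits of the 6 samples gave as many, the real one, and the same held for the 335 genes with any fold change, for the 3 KEGG pathways and for the 2 GO terms (1 of the 10 splits in each case). The other 9 splits gave 0 genes. With 10 splits the share cannot fall under 0.1, so chance is not excluded by this count. For the 7 lists past their threshold, 4 of the 10 splits of the 6 samples gave as many. For the median of the nuclear subunits of the electron transport chain and ATP synthase, 4 of the 10 splits gave a median as far from 0. Camera passed the ribosomal proteins, these subunits and the PERK-ATF4-CHOP targets in 10 of the 10 splits. Every split but the real one mixes the groups unevenly and so keeps a part of any difference between them. A list that responds to epinephrine can therefore pass there too. The real split alone gave medians as far from 0 as those of the PERK-ATF4-CHOP targets (0.77, against at most 0.33 in the other splits), of the chaperone and folding targets (0.56, against at most 0.24), of the secretory targets of XBP1s (0.36, against at most 0.15) and of the ribosomal proteins (0.36, against at most 0.27).

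Control 1 lay apart from controls 2 and 3, as the principal components and the correlations between samples show. A lower depth argues poorly for it. When all samples were thinned to the same total, its correlation with the nearest control was 0.978, against 0.992 or more for every other sample. Without the 100 most abundant and the mitochondrial genes (103 genes left out) it was 0.977, so a few abundant genes are not its source either. Control 1 does not carry the response to epinephrine that a mislabelled sample would, since 62 stress target genes had a median of 0.01 there relative to controls 2 and 3, against 0.49 to 0.59 in the epinephrine samples, although 14 of the 62 lay nearer to the epinephrine samples. Its deviations followed transcript length and GC content. Across genes, which are not independent replicates, Spearman's correlation with length was 0.36 for the deviation of control 1 from its group. The first comparison set this beside -0.21 and -0.40 for controls 2 and 3, whose group mean contains control 1, so that comparison decides nothing. Taken by pairs, the correlation was 0.32 for the difference of control 1 from control 2 and 0.39 from control 3, against 0.20 between controls 2 and 3 and at most 0.03 in size between epinephrine samples. The correlation with GC content was 0.47 for the difference of control 1 from control 2 and 0.36 from control 3, but it was also -0.32 between controls 2 and 3 and -0.27 to 0.11 between epinephrine samples. A difference in RNA integrity or library preparation that acts on transcripts by length or GC content may therefore be part of it, and the effects of length and GC content were not separated. It is not the whole of it, since removal of the trend on length and GC content lowered the standard deviation of its deviations only from 0.440 to 0.352, against at most 0.265 in the other samples. The mitochondrial share of counts was 5.66% in control 1 and 7.46% to 9.00% in the other samples. A difference in culture or harvest of control 1 stays open and was not tested.

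Transcripts of liver were seen in controls 2 and 3. Albumin (Alb) had 593 and 1315 counts there, against 3 in control 1 and 5, 8 and 5 in chronic epinephrine 1, 2 and 3, and Fga had 119 and 355, against 0 in every other sample. Of the 70 hepatocyte genes, 13 had at least 1 CPM in every sample, and 50 were of low baseline. Leaving out the 11 genes noticed before the list was written, 31 of 40 genes of low baseline (77.5%) were highest in controls 2 and 3, where chance gives 6.67%. With those genes it was 41 of 50 (82.0%). Of the other tissues pooled, 4 of 41 genes were (9.76%), namely 2 of 8 for kidney tubule, 0 of 12 for skeletal muscle, 0 of 12 for fibroblasts, 1 of 7 for leukocytes and 1 of 2 for exocrine pancreas. No gene belongs to more than 1 of these lists, and 2, 2, 1, 2 and 1 genes of these lists, in that order, had at least 1 CPM in every sample. The log2 ratio of control 3 to control 2 had a median of 1.49 over the hepatocyte genes with an interquartile range of 0.61. RNA or cells of liver in these controls are a candidate explanation, as is a mixing of reads between libraries on the same run, and these were not told apart. Not all abundant liver transcripts followed, since Apoa2 had 32 and 43 counts in controls 2 and 3, against 12 in control 1 and 22 to 29 after epinephrine, and the share of liver RNA that the others would need could not be computed without a reference for liver. Transcript length and GC content do not account for it, with a median log2 fold change of -5.10 with the offset as without it. That median rests on 36 of 50 genes at or under 3 counts in every epinephrine sample, and it is -2.39 when these are set at their bound. A lowering of these transcripts by epinephrine cannot be told apart from it on the samples alone. Their summed CPM were 119 and 319 in controls 2 and 3, 4.86 in control 1 and 5.46 to 6.88 after epinephrine, and control 1 differs from the other controls in other ways too. Hepatocyte genes made up 2 of the 11 genes called downregulated by edgeR, 16 of the 38 called by DESeq2 and 32 of the 71 without control 1. Of all 38 genes called by DESeq2, in the hepatocyte list or not, 15 were over 2 times as high in controls 2 and 3 as in every other sample. Of the 26 complement and coagulation genes at an unadjusted DESeq2 p under 0.05, 22 were lower after epinephrine, 13 belong to the hepatocyte list and 10 were over 2 times as high in controls 2 and 3 as in every other sample. Without the hepatocyte list 90 genes passed both thresholds.

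Transcripts of skeletal muscle were seen in chronic epinephrine 1 and 2. Acta1 had 1171 and 1045 counts there, against 11, 36 and 16 in the controls and 13 in chronic epinephrine 3, and Ckm had 219 and 126, against 0 in every other sample. Of the 20 muscle genes, 10 of the 12 of low baseline (83.3%) were highest in these samples, against 3 of 79 genes of the other lists (3.80%), which were 0 of 50 for hepatocytes, 0 of 8 for kidney tubule, 2 of 12 for fibroblasts, 1 of 7 for leukocytes and 0 of 2 for exocrine pancreas. RNA or cells of muscle, or reads from another library, are a candidate explanation here too, on the same kind of evidence. Pvalb, Mb and Myoz1 stayed at or under 3 counts in every sample, and no reference for muscle was at hand to say what level its share would need. An induction by epinephrine cannot be told apart from it on the samples alone. The summed CPM of the genes of low baseline were 52.6 and 28.5 in chronic epinephrine 1 and 2, 1.11 in chronic epinephrine 3 and 0.401 to 1.12 in the controls, and chronic epinephrine 3 is a single sample. Of the muscle list, 0 genes were called upregulated at both thresholds by edgeR and 2 by DESeq2. For fibroblasts the summed CPM were 16.5 in control 1 and 1.49 to 5.17 in the other samples, for which no explanation was tested.

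The rise of several lists was compared with the trend on transcript length and GC content. With the offset, the median log2 fold change of the ribosomal proteins was 0.29 (from 0.36), that of the nuclear subunits of the electron transport chain and ATP synthase 0.0973 (from 0.17) and that of the PERK-ATF4-CHOP targets 0.75 (from 0.77). Camera passed these lists in every split, and the other splits keep a part of any difference between the groups. Its threshold therefore does not tell the trend from a response here. The medians of all splits and fry were therefore compared with the offset. For the PERK-ATF4-CHOP targets the real split alone gave a median this far from 0 (at most 0.32 in the others) and alone passed with fry (FDR 0.000149), so the trend is not their whole source. For the nuclear subunits 7 of the 10 splits gave a median as far from 0, and fry did not pass (FDR 0.426), so the trend cannot be told apart from a response to epinephrine. For the ribosomal proteins the real split alone gave a median this far from 0 (at most 0.21 in the others), with 81 of 81 higher. These values argue against the trend as the whole source of their rise. Fry passed them neither with the offset (FDR 0.161) nor without it, so it does not decide about the trend. For the ribosomal proteins and the subunits, control 1 may be a part of the rise. Without it their medians were 0.18 and 0.02, and fry passed neither list with all samples (FDR 0.202 and 0.378). For the PERK-ATF4-CHOP targets the median without control 1 was 0.80.

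For genes that the paper measured by RT-qPCR, RNA-seq gave a rise of 54.2% for BiP, 44.2% for IRE1α, 127% for CHOP and 67.1% for GADD34, beside the paper's 55% on day 5, 39%, 131% and 65%. For BiP the paper also gives a smaller rise on an earlier day. Since the day of RNA collection for sequencing is not known here, these values are not matched in time. PGC1α rose by 98.3%. Of 16 primer pairs of Table S1, 10 matched a transcript of their gene without mismatch at both primers, with products of 61 to 342 bases. The other 6 pairs, for β-actin, NRF2, PDX1, UCP2, XBP1s and XBP1u, had no such transcript in the annotation, and the XBP1s primer spans the splice site by design. These pairs were not tested further.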
